A study of Mus musculus with 2 samples. Its data were reported in "Epigenetic interaction between UTX and DNMT1 regulates diet-induced myogenic remodeling in brown fat" (2021).

How the data were processed

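Genomic DNA of brown adipose tissue from 6 D1WT and 6 D1KO mice was pooled by group, and 1 RRBS library per pool was sequenced by a commercial service (per the labels). The authors aligned the reads to mm9 (NCBI37) and used methylKit 0.9.6, per their processing notes and methods, with a threshold on the log2 fold change stated for differential regions. The aligner was not given in the sources used here. The deposited table has 1 line per region, with a position, the number of CpGs and, for each of 2 numbered samples, the mean methylation rate (a fraction with 2 decimals), the depth, the variance of rate and depth between CpGs, and the number of uncovered CpGs. It also holds an unadjusted p-value that the authors headed as a Fisher exact test.

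The numbers 1 and 2 were not tied to a genotype by the headers, the labels or the methods, and were kept as they stand. The planned direction, lower or higher in D1KO, was therefore replaced by lower or higher in sample 2. Groups came from the genotype labels, and with 1 pooled library per group there was no test between genotypes, no replicate spread and no left-out replicate.

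The content of the table was tested on its own values. For 235 of the 242 regions, exactly 1 pair of whole numbers of methylated calls rounded to the deposited rates and gave the deposited p-value in a two-sided Fisher exact test (relative tolerance 1e-05), and for the other 7 regions the p-value was listed as 0. The depth is therefore a sum of reads over CpGs, in which a read that spans several CpGs counts several times. The same search recovered 179 of 179 simulated regions drawn at the depths and rates of the table. The listed regions were 200 to 1535 bp long (median 310 bp), held 5 to 121 CpGs (median 12), had at least 4 reads per covered CpG in both libraries, a p-value of at most 0.0097 and levels that differed at least about 2-fold, a wider gap than the stated threshold alone asks for. A region with over 50% in its lower library cannot appear in such a list. Since the list was already selected on p, no adjusted p was computed for single regions.

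All 242 starts and ends fell on a CpG of the NCBIM37 sequence, the same assembly as mm9, and all 242 CpG numbers matched it. At least 1 MspI site was found in 235 regions. Regions were placed on GENCODE vM1 genes by an overlap of at least 1 bp, with protein-coding and named genes first, then as upstream (2 kb), then as intergenic. Within a gene the order was 5' UTR, coding exon, 3' UTR, noncoding exon, intron. A region within 500 bp of a transcript start was called near a start. Overlapping or adjoining regions formed a locus, represented by its region of largest difference. Other genomic copies were sought with blastn 2.17.0 (at least 90% identity over at least 50% of the region, E-value at most 1e-10). Loci with over 20 reads per covered CpG in both libraries were called very deep, a limit set after the depths were seen. The conserved first and last bases of 18S ribosomal RNA were matched to the sequence around the deepest of them.

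Levels are given in percent and differences in percentage points, sample 2 minus sample 1. Exact Clopper-Pearson 95% intervals used the recovered calls. For the 7 regions with a p-value of 0 the rounded level times the depth stood in, which entered only the median width, and no interval is given for them. Because calls on 1 read or on copies of 1 molecule are not independent, these intervals and the deposited p-values understate the error. The deposited variance between CpGs was not used, because it was above 0 in 3 of 3 regions where every call of a library was methylated. Direction by element was tested with Fisher's exact test with Benjamini-Hochberg adjustment over 6 comparisons, by region and again by locus, as a description of the list. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and pysam 0.24.0 were used.

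Before the data were examined, 11 gene lists and the rule for named genes were fixed. The lists were myogenic regulators and muscle structure, brown fat identity and thermogenesis, adipocyte markers, DNA and histone methylation machinery, imprinted genes, developmental transcription factors, germline genes, clustered protocadherins, signalling in muscle or fat development, and 2 lists of markers of other cell types. The rule took Myod1, the 10 named genes of largest difference per direction, up to 4 genes per list and direction, genes with at least 3 regions, and up to 3 regions without a gene per direction. Some list members were taken by the start of their symbol. Alternatives fixed at the same time counted loci or genes once, changed the thresholds on difference, fold, p, reads and CpGs, left out the X chromosome, changed weights, pseudocounts (0.01 and 0.05) and summaries, and changed the overlap rule. A further 3, added after the data were seen, counted each read once per region, left out regions with other genomic copies, and left out the very deep loci. The first took the rounded calls per covered CpG as the reads of a region. That equals the number of reads only if each read spans all covered CpGs, and is otherwise too low.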

Results

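DNA methylation was profiled by reduced representation bisulfite sequencing (RRBS) in brown adipose tissue, the heat-producing fat of mice. RRBS cuts genomic DNA at CCGG sites with MspI, and bisulfite then turns unmethylated cytosine, but not methylated cytosine, into a base read as thymine. D1KO mice carried floxed Dnmt1 and a UCP1-driven Cre, which removes DNMT1, the enzyme that copies CpG methylation after DNA replication, from brown adipocytes. The study reported a partial reduction of Dnmt1 mRNA in D1KO brown fat, and the DNA used here came from the whole tissue. D1WT mice carried floxed Dnmt1 without Cre. Both groups were C57BL/6 mice aged 36 weeks on chow diet. DNA of 6 animals per group was pooled, so each genotype had 1 library and no replicate. The values below therefore describe 2 libraries, and no test between the genotypes could be made.

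All levels, depths and p-values below came from the authors' deposited table of 242 differentially methylated regions (mm9). That table was titled WT against KO and its columns were headed sample 1 and sample 2, without stating which number was which genotype. If the numbers followed the title, sample 1 was D1WT and sample 2 was D1KO, and otherwise every direction below is turned around. Within the listed regions the median depth was 67.5 CpG calls in sample 1 (quartiles 48 and 98) and 67 in sample 2 (quartiles 46 and 101.5), where a call is 1 read at 1 CpG. A covered CpG was read a median of 6.71 times in sample 1 and 6.58 times in sample 2. At this depth the exact 95% interval of a region's level had a median width of 20.8 percentage points in sample 1 and 21.5 in sample 2. Intervals given after levels are exact Clopper-Pearson intervals that take every call as independent, so they are too narrow where 1 read spans several CpGs. The number of reads per region was not given. Each read counted once therefore means here that the calls per covered CpG stood for the reads, the lowest number the calls allow. On that count, 0 of the 210 loci outside the 6 very deep ones described below kept a p under 0.01. The test had little power (3.54% passed in a simulation with the deposited levels as the true ones), in part because of this low count.

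Myod1, the transcription factor that starts the skeletal muscle program, is the gene that the title of the series names. No listed region lay in Myod1 (chromosome 7, 53631844 to 53634462, plus strand) or within 5 kb of it. Of the 22 listed regions on chromosome 7, the nearest was 1.14 Mb away, at 52490887 to 52491162 in Cd37, a tetraspanin gene of immune cells, with a level of 33% in sample 1 and 6% in sample 2. The gene and the 1000 bp upstream of it held 150 CpGs and 9 MspI sites, so the sequence itself was within reach of RRBS. Levels of CpGs outside the listed regions were not analysed here, and the methylation of the Myod1 promoter could not be measured from the list.

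The first comparison asked in which direction the listed regions differed. Of the 242 regions, 126 had a lower and 116 a higher level in sample 2, a share of 52.1% lower (95% interval 45.6 to 58.5%). Overlapping regions formed 216 loci, of which 112 were lower and 104 higher in sample 2. Regions lower in sample 2 had a median level of 57.5% in sample 1 and 22.5% in sample 2, and their median difference was -34 percentage points (quartiles -42.75 and -28). Regions higher in sample 2 had median levels of 20% and 53.5%, with a median difference of 34 points (quartiles 28 and 40). The largest differences were -55 points in Gnao1 and 62 points in Dmrtc2. Among the 20 regions read at least 10 times per covered CpG in both libraries, 3 were lower and 17 higher in sample 2, and 11 of those 17 belonged to the 6 very deep loci.

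**Figure D1:**
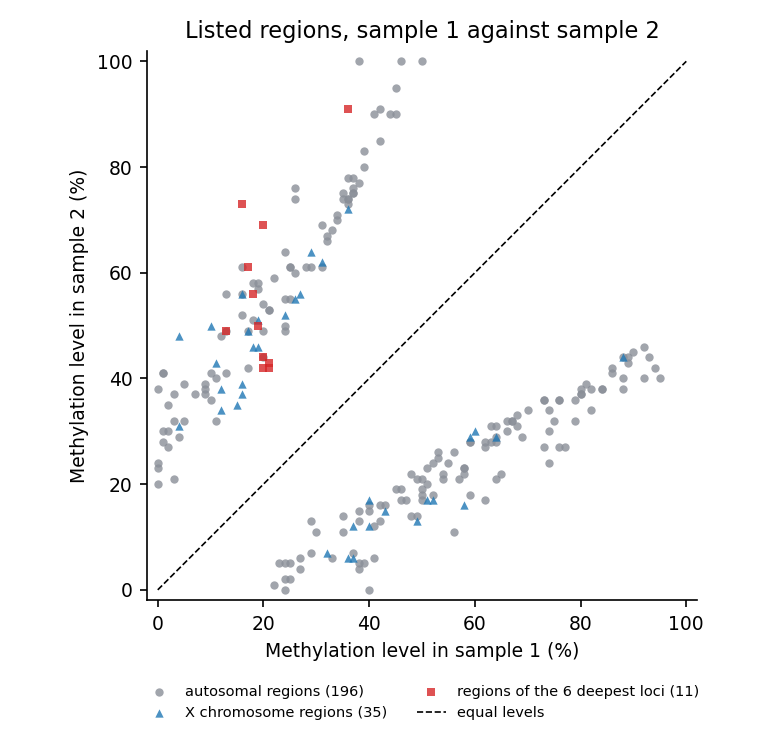
Methylation level (%) of each of the 242 listed regions in sample 1 (x axis) and sample 2 (y axis), with 196 autosomal regions, 35 regions of the X chromosome and the 11 regions of the 6 deepest loci marked apart. No region lies near the line of equal levels, because the higher level of a listed region was at least about 2 times the lower one (lowest ratio 1.97 from the rounded levels).

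In the direction of lower methylation in sample 2, the 10 named genes with the largest differences were Gnao1, Gramd4, Mkl1, Cspg5, Ptp4a3, Akap7, B230217O12Rik, Mtus2, Dedd2 and Aspg. Gnao1 encodes a G protein alpha subunit, and its intronic region (chromosome 8, 96411252 to 96411550) had a level of 95% (83.1 to 99.4%) in sample 1 and 40% (23.9 to 57.9%) in sample 2, from 40 and 35 calls. An intronic region of Gramd4 went from 92% in sample 1 to 40% in sample 2. Mkl1, a coactivator of serum response factor, had 94% (69.8 to 99.8%) in sample 1 and 42% (22.1 to 63.4%) in sample 2 in an intron (chromosome 15, 80880005 to 80880434), from only 16 and 24 calls. The introns of Cspg5 (77% and 27%), Ptp4a3 (74% and 24%), Akap7 (88% and 38%) and Mtus2 (76% and 27%) followed, with the level in sample 1 given first. A noncoding exon of B230217O12Rik had 93% and 44%, and the 3' UTR of Aspg had 82% and 34%. Dedd2 had 3 nested regions in an intron (chromosome 7, 25991008 to 25991628), and the longest had 82% in sample 1 and 38% in sample 2. Of the 10 genes, 8 had their region in an intron.

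In the direction of higher methylation in sample 2, the 10 named genes were Dmrtc2, Camk1d, Atp6v1b1, Slc38a4, Slc27a1, Hgd, Gphn, Htr6, Dlg2 and Dlgap4. The coding exon regions of Dmrtc2 (38% in sample 1) and of Atp6v1b1, a proton pump subunit (50% in sample 1), were fully methylated in sample 2, each in 21 calls at about 5.25 reads per covered CpG. A Fisher exact test that took the reads per covered CpG as all reads of the region gave p = 0.167 for each gene. Htr6, a serotonin receptor gene, had 26% (18 to 35.2%) in sample 1 and 74% (63 to 82.4%) in sample 2 in a coding exon (chromosome 4, 138629736 to 138630106), with a deposited p of 3.51e-11 from a Fisher exact test on the calls of the 2 libraries, and a p of 0.242 in the same test with each read counted once. An intron of Dlgap4, a postsynaptic scaffold gene, had 16% and 61%. An intron of Hgd had 41% and 90% from 17 and 20 calls. The intronic regions of Camk1d (16% and 73%) and Gphn (20% and 69%) belonged to the very deep loci, and that of Dlg2 (45% and 90%) lay in a sequence with 19574 other copies in the genome, so its reads could have come from elsewhere.

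**Figure D2:**
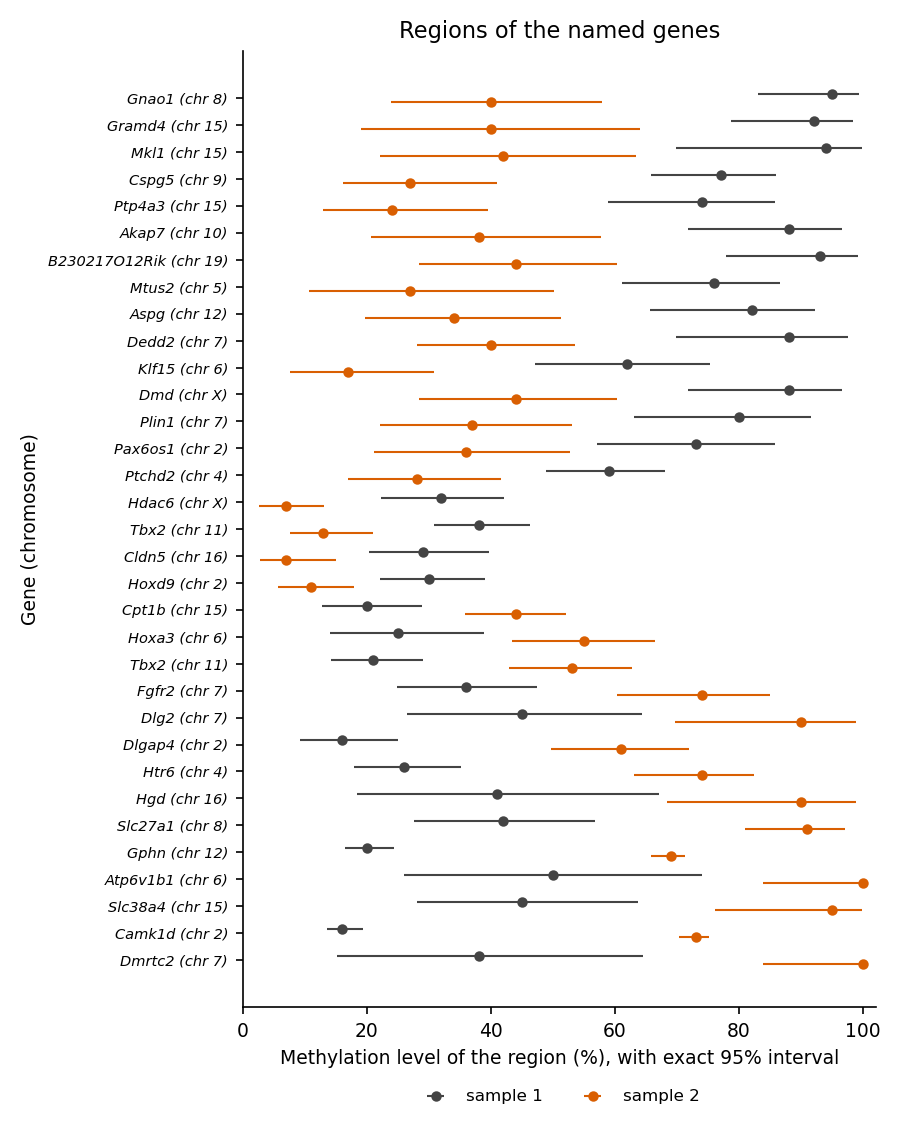
Methylation level (%) of the region of largest difference of the named genes, without AY036118 and Gm20388, in sample 1 (grey) and sample 2 (orange), with exact 95% intervals from the number of CpG calls, sorted by the difference, and with both regions shown for Tbx2. Wide intervals mark regions of few calls, such as Mkl1 with 16 calls in sample 1, and the narrowest of those plotted belong to Camk1d and Gphn.

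Genes of brown fat identity and of thermogenesis had 3 listed regions in 2 genes, and all 3 were higher in sample 2. A pair of overlapping regions covered a coding exon of Slc27a1, a fatty acid transporter (chromosome 8, 74103394 to 74103625). The wider one had 44% (30.5 to 58.7%) in sample 1 and 90% (80.4 to 96.4%) in sample 2. Cpt1b, the carnitine palmitoyltransferase of muscle and brown fat mitochondria, had 20% (12.8 to 28.9%) and 44% (35.8 to 52%) at its 5' UTR (chromosome 15, 89256025 to 89256318), from 105 and 153 calls. The same region also overlapped the gene model of the neighbouring gene Chkb. No region of Ucp1 or Prdm16 was listed. Of the adipocyte markers, only Plin1 had a region. Plin1 encodes the coat protein of fat droplets, and a coding exon (chromosome 7, 86867530 to 86867776) had 80% (63.1 to 91.6%) in sample 1 and 37% (22.1 to 53.1%) in sample 2.

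Myogenic regulators and muscle structural genes had 1 listed region, in an intron of Dmd, the dystrophin gene, on the X chromosome (81381675 to 81381876). Its level was 88% (71.8 to 96.6%) in sample 1 and 44% (28.5 to 60.3%) in sample 2. That sequence had 8088 other copies in the genome, so reads from elsewhere cannot be excluded. No region was listed for the other members of this list, which included Myf5, Myog and the myosin heavy chain genes.

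Developmental transcription factors had 7 listed regions, 5 lower and 2 higher in sample 2. Klf15, a regulator of lipid and amino acid metabolism, had 2 overlapping regions in a coding exon (chromosome 6, 90417031 to 90417509), and the narrower one had 62% (47.2 to 75.3%) in sample 1 and 17% (7.65 to 30.8%) in sample 2. Tbx2, a T-box factor, was listed in both directions. One coding exon region (chromosome 11, 85651541 to 85651806) had 38% and 13%, and another (85654235 to 85654535) had 21% and 53%, with the level in sample 1 given first. Hoxa3 had 25% and 55% in a noncoding exon. A region upstream of Hoxd9, inside the gene model Gm14396, had 30% and 11%. Pax6os1, an antisense transcript of Pax6 that the list took in by its symbol, had 73% and 36% in an intron.

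Signalling genes with a role in muscle or fat development had 3 listed regions. A region placed in an intron of the gene model of Fgfr2, a fibroblast growth factor receptor, was higher in sample 2 (chromosome 7, 138944999 to 138945230). Its levels were 36% (24.9 to 47.3%) and 74% (60.3 to 85%). That gene model spans 3.01 Mb, and the region lay 1369803 bp from its nearest transcript start, so a link to the receptor gene is uncertain. Hdac6, a cytoplasmic deacetylase, was lower in sample 2 just upstream of the gene (X chromosome, 7525103 to 7525311), with 32% and 7%. Ptchd2, taken in by its symbol, had 59% and 28% in an intron. Of the imprinted genes, only Slc38a4, an amino acid transporter gene expressed from the paternal copy, was listed, with 45% (28.1 to 63.6%) in sample 1 and 95% (76.2 to 99.9%) in sample 2 in an intron (chromosome 15, 96833893 to 96834163). Of the markers of endothelial, mural, fibroblast and Schwann cells, only Cldn5, an endothelial tight junction gene, was listed, with 29% and 7% in its 3' UTR. The lists of blood and immune markers, DNA and histone methylation machinery, germline genes silenced by methylation and clustered protocadherins had 0 listed regions each. Across all lists 10 regions were lower and 7 higher in sample 2, and 2 of the lower (Hoxd9 and Hdac6) and 1 of the higher (Cpt1b) lay within 500 bp of a transcript start or 2 kb upstream of the listed gene. The regions that could have been listed are not known, so no enrichment was tested.

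The second comparison asked where the regions lay. By overlap with GENCODE genes, 178 of the 242 regions (73.6%) lay in genes, 7 within 2 kb upstream of a gene and 57 in neither. Introns held 77 regions, coding exons 60, 5' UTRs 27, noncoding exons 9 and 3' UTRs 5. Intronic regions were lower in sample 2 in 51 of 77 cases (66.2%), against 75 of the 165 other regions (Fisher's exact test, two-sided, p = 0.00359, adjusted p = 0.0215 over 6 such comparisons). Counted by locus, 44 of 70 intronic loci were lower, and the difference from the other loci did not pass (two-sided Fisher's exact test, p = 0.0293, adjusted p = 0.176 over the same 6 comparisons). These tests describe the list and do not compare the genotypes. Elements rest on an overlap of 1 bp, with exons placed before introns, and the tests were not repeated with a wider overlap. At 50% overlap the regions of Htr6 and Atp6v1b1, placed here in coding exons, would count as intronic. Regions of coding exons (26 lower, 34 higher) and 5' UTRs (13 lower, 14 higher) did not pass Fisher's exact test against the other regions (adjusted p = 0.411 and 0.688). Without a gene or upstream part, the largest falls in level from sample 1 to sample 2 were on chromosome 3 (3825927 to 3826343, 84% and 38%), chromosome 5 (122593657 to 122594106, 74% and 30%) and chromosome 13 (101522215 to 101522735, 79% and 36%). The largest rises were on chromosome 3 (5860292 to 5860680, 36% and 91%, a very deep locus), chromosome 4 (124948397 to 124948720, 46% and 100%) and chromosome 3 (51440739 to 51441210, 26% and 76%). The gene model Gm20388, which spans 4.43 Mb of chromosome 8, held 4 regions, all lower in sample 2.

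The X chromosome held 35 regions in 32 loci, 15 of them lower and 20 higher in sample 2. Of these, 28 lay within 500 bp of a transcript start, against 32 of the 207 autosomal regions (Fisher's exact test, two-sided, p = 6.39e-14, as a description of the list). Msl3, a subunit of the MSL histone acetyltransferase complex, had 10% and 50% just upstream, and Sh3kbp1, an adaptor gene, had 58% and 16% in an intron near a start. At X-linked starts the higher of the 2 levels had a median of 49% and the lower a median of 16.5%, against 40.5% and 13.5% at autosomal starts, and the list holds only gaps of about 2-fold or more. These 2 genes were chosen after their values were seen.

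A set of 6 loci stood apart by depth, with over 20 reads per covered CpG in both libraries, and all 6 had more calls and a higher level in sample 2. The deepest, on chromosome 17 (39983654 to 39985217), held 6 overlapping regions, 4 of them overlapping the noncoding gene AY036118. The first of these regions had 83941 calls in sample 1 and 125577 in sample 2, with levels of 21% and 42%. The region of largest difference there (39983754 to 39985217) had 18% in 35641 calls and 56% in 69648 calls. Nearly all of the locus lay between the conserved ends of an 18S ribosomal RNA gene, found at 39983301 and 39985146. AY036118 spans 39985048 to 39985772 and overlapped only the last part of the locus. On chromosome 6 (3151283 to 3151739) the level was 17% in 3708 calls and 61% in 7246 calls. The region in a Camk1d intron (chromosome 2, 5300177 to 5300454) had 16% (13.6 to 19.4%) in 656 calls and 73% (70.2 to 75.2%) in 1271 calls, and that on chromosome 3 (5860292 to 5860680) had 36% in 563 calls and 91% in 5713 calls. The remaining 2 were in a Gphn intron (chromosome 12, 79451894 to 79452148, 416 and 1116 calls) and on chromosome 2 (22600284 to 22600554, 13% and 49%, 836 and 1904 calls). Another copy of the sequence was found in the mm9 assembly for 5 of the 6 loci.

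**Figure D3:**
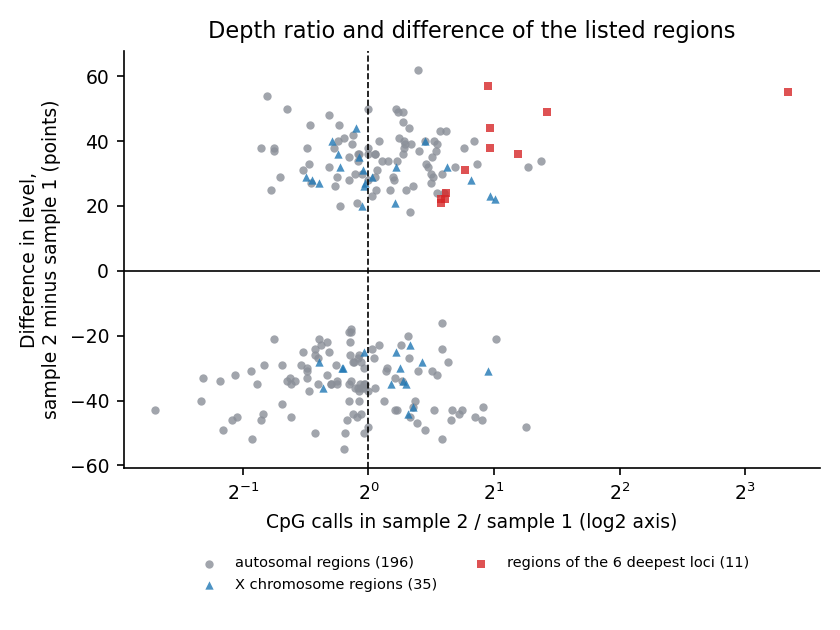
Ratio of CpG calls in sample 2 over sample 1 (x axis, log2 scale) against the difference in methylation level in percentage points (y axis) for the 242 listed regions. The 11 regions of the 6 deepest loci lie at ratios from 1.49 to 10.1 and differences of 21 points or more, while the other 231 regions have a median ratio of 0.978.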

Values the study reported

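The study reported up to 242 differentially methylated regions between brown fat of D1KO mice and their floxed littermates. It placed around 202 of them inside genes and the rest at gene promoters. It also described a significantly lower methylation rate at the promoter and 5' part of Myod1 in D1KO brown fat, for which no value was quoted. Its evidence on Myod1 did not rest on RRBS alone. Pyrosequencing in cultured brown adipocytes, a separate experiment, was reported to show less methylation at several Myod1 promoter CpGs after Dnmt1 knockdown. The threshold it stated for such regions was a log2 fold change of 0.5.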

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

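No paired analysis was possible because each group was 1 pooled library, and no library could be left out. Of 69 alternative values for 13 results, 58 stayed near the reported value, 11 moved and 0 changed sign. The counts per direction moved by over 1.5 times under 2 alternatives, and under both the larger group turned from lower to higher in sample 2. With at least 10 reads per covered CpG in both libraries, 3 regions were lower and 17 higher in sample 2 (15% lower). Fewer regions remain by construction, 11 of the 17 lie in the very deep loci, and the cause of the uneven split was not tested. Counting each read once per region, with the calls per covered CpG as the lowest number of reads, left 0 lower and 11 higher (0% lower), all 11 in the very deep loci. This last one was chosen after the data were seen, as was leaving out the very deep loci (126 lower, 105 higher) or regions with other genomic copies (119 lower, 101 higher). On the log2 scale the median change went from -1.29 to -1.12 in regions lower in sample 2 and from 1.34 to 1.20 in regions higher in sample 2 with a pseudocount of 0.05, which shrinks folds by construction. Weighting by CpGs lowered the median difference of the higher regions from 34 to 31 points. The overlapping regions of the chromosome 17 locus held 97 to 121 CpGs each, against a median of 12 in the list, and differed by 21 to 38 points. They weigh heavily in that median, which was not recomputed without them. Among regions within 500 bp of any transcript start or placed as upstream, 1 region of the gene lists was lower and 1 higher in sample 2, without that of Hoxd9, which was placed in Gm14396. The file names no gene element, so that alternative to the reference was not run, and with no Myod1 region its change on either scale was not run. Depth limits every single region outside the very deep loci, at a median of under 7 reads per covered CpG.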

Other observations

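The observations below were chosen after the region list had been examined, and for the 2 tests that count each read once the prediction was written before the result. Near autosomal transcript starts, 7 of 32 regions were at 5% or less in sample 1, and 4 of 32 were so in sample 2. The 7 lay at Vim, an intermediate filament gene (0% in 60 calls against 38% in 73 calls), Bdnf, a neurotrophin gene (1% and 30%), Pcdh7, a cell adhesion gene (1% and 41%), Itpr1, a calcium release channel gene (1% and 28%), Zmat4, Arid5b and Tctn2. The other 4 lay at Psat1, an enzyme of serine synthesis (24% and 0%, from 62 and 93 calls), Ranbp3l, Jmjd8 and Fes. Elsewhere Esr1, the estrogen receptor gene, had 56% in sample 1 and 11% in sample 2 in an intron, and Stat5b, a mediator of growth hormone signalling, had 19% and 57% in a coding exon that has 1 other genomic copy.

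All 6 very deep loci were higher in sample 2. Library-wide incomplete conversion in sample 2 is argued against as the cause at all 6. With unchanged true levels the chromosome 3 locus would need at least 69.2% of unmethylated cytosines unconverted (limits from each read counted once). That exceeds the whole level in sample 2 of the chromosome 2 locus at 22600284 (49%, upper limit 58%). The latter locus, the least demanding of the 6, would need 41.4% (lower limit 22.8%). In sample 2, 4 of 32 regions near autosomal starts, 0 of 28 near X-linked starts and 8 of 182 other regions were at 5% or less. Psat1 had 0% in 93 calls. Such levels argue against a share of that size, although the list selects for low levels and calls on 1 read are not independent. A smaller share adding to some rises is not excluded. Deeper sequencing of sample 2 as the source of the extra calls at these loci is argued against by a median ratio of calls of 0.978 in the other regions, below the lowest ratio of 1.49 in the deep ones. That comparison concerns the number of calls and does not bear on the higher level. Reads of several genomic copies placed on 1 copy may account for the depth, since 5 of the 6 loci and 11 of the 210 other loci have another copy, and the Camk1d and chromosome 3 loci matched each other at 97.5% over 201 bp. Copies in the assembly alone do not set the depth, since those 11 loci were not very deep. Among them was Dlg2, with 19574 other copies and 29 and 21 calls. The 6 loci are not 6 independent sequences, since some of them match each other. The chromosome 6 region matched the chromosome 17 locus at 96.5% over 395 bp, and the match found from the chromosome 17 side reached 98% over 880 bp. At these last 2 loci, the only ones of the 6 tied to ribosomal sequence here, a shift in which ribosomal RNA gene copies were read stays open, and at all 6 a change in methylation with genotype stays open. Neither was tested.

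X-linked loci made up 32 of the 216 loci, mostly at transcript starts. The listed X loci did not nearly all shift the same way, since 19 of 32 loci (59.4%, 95% interval 40.6 to 76.3%) were higher in sample 2 and the rest lower. This describes the list, because the mark for nearly all was set after the split was seen. Shifts of under 2-fold cannot be in the list, so a smaller shift of the whole X chromosome was not addressed. The study used female mice, in which CpG-rich starts on the inactive X are known to be methylated, so each library mixes methylated and unmethylated copies. Few reads at such mixed loci cannot be told apart from a true difference: counting each read once, at the lowest number of reads the calls allow, 0 of 32 X loci passed p of 0.01. In a simulation with the deposited levels as the true ones only 3.38% passed. A difference between the genotypes was not tested.

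The listed loci split evenly between directions. Of the 216 loci, 51.9% (95% interval 45 to 58.7%) were lower in sample 2, so the listed loci as a set did not lose methylation in 1 library. What would count as such a loss was set after the split was seen. Falls of under 2-fold cannot be in the list, and errors from few reads could fall evenly in both directions. The split therefore cannot exclude a loss at part of the loci. CpG calls on 1 read counted as independent stay open: counting each read once, at the lowest number of reads the calls allow, 0 of 210 loci that were not deep passed p of 0.01. In a simulation with the deposited levels as the true ones only 3.54% passed, so the count cannot decide. In a simulation of 2 libraries at the same level of 25%, with 7 reads that each carried 1 state over 12 CpGs, 43.5% of regions still reached that p when calls were counted as in the table. Real reads need not span all CpGs of a region, and the simulation asked for no 2-fold gap, so 43.5% is not an error rate of this list. A genotype effect in some loci stays open, untested for want of replicates.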
